# Transcriptomic Profiles in Zebrafish Liver Permit the Discrimination of Surface Water with Pollution Gradient and Different Discharges

**DOI:** 10.3390/ijerph15081648

**Published:** 2018-08-03

**Authors:** Zhou Zhang, Wei Liu, Yuanyuan Qu, Xie Quan, Ping Zeng, Mengchang He, Yanmei Zhou, Ruixia Liu

**Keywords:** zebrafish, microarray, gene expression, pathway enrichment, endocrine disruption, human disease

## Abstract

The present study aims to evaluate the potential of transcriptomic profiles in evaluating the impacts of complex mixtures of pollutants at environmentally relevant concentrations on aquatic vertebrates. The changes in gene expression were determined using microarray in the liver of male zebrafish (*Danio rerio*) exposed to surface water collected from selected locations on the Hun River, China. The numbers of differentially expressed genes (DEGs) in each treatment ranged from 728 to 3292, which were positively correlated with chemical oxygen demand (COD). Predominant transcriptomic responses included peroxisome proliferator-activated receptors (PPAR) signaling and steroid biosynthesis. Key pathways in immune system were also affected. Notably, two human diseases related pathways, insulin resistance and *Salmonella* infection were enriched. Clustering analysis and principle component analysis with DEGs differentiated the upstream and downstream site of Shenyang City, and the mainstream and the tributary sites near the junction. Comparison the gene expression profiles of zebrafish exposed to river surface water with those to individual chemicals found higher similarity of the river water with estradiol than several other organic pollutants and metals. Results suggested that the transcriptomic profiles of zebrafish is promising in differentiating surface water with pollution gradient and different discharges and in providing valuable information to support discharge management.

## 1. Introduction

Whether toxicity test results can reflect responses in aquatic vertebrates stressed by actual aquatic environmental pollution remains a key issue. Many aquatic environments receive large amounts of contaminants from human activities, even after wastewater treatment. The environmental transformation of chemicals likely forms products that retain bioactive moieties, sometimes exhibiting higher toxicity than the parent compounds [1,2,3]. Exclusive physicochemical parameters and targeted chemical analysis are insufficient to evaluate the potential integrated biological effects [4]. While simple bioanalytical methods provide efficient surrogate monitoring tools for water quality determination, conventional toxicity tests are limited due to the selected endpoints [5].

Toxicogenomic approaches are promising tools to remotely evaluate the toxicity of environmental samples by providing gene expression information. These genomic tools may provide evidence about the mechanisms and modes of action (MOA) for classes of chemicals, enabling the extrapolation from responses at the individual level to effects on populations, and to define species differences in toxicity [6]. Particularly, the highly chemical-specific gene signatures prompt the use of toxicogenomic tools for identification of pollutants classes and pollution source in environmental monitoring and diagnosis. Yang et al. [7] recognized chemical-specific genomic profiles in barcode-like patterns in zebrafish embryos, enabling the discrimination of individual compound based on gene expression changes. It would profit greatly to provide guidance of what chemicals could be identified as major drivers for organisms affected by exposure to the chemical mixtures present in aquatic effluents.

With the rapid growth of using transcriptomic analyses in aquatic toxicology, its application in chemical mixtures commonly encountered in the field is still in the early stages. We are facing many challenges in understanding the big data obtained using this powerful tool, while researchers have successfully made some progresses to use genomic profiles of aquatic organisms exposed to wastewater effluent [8,9,10,11,12] and surface water [13,14]. Falciani et al. [15] used gene expression fingerprints to distinguish the origins of flounder taken from sites of different pollution status. Martinovic-Weigelt et al. [12] found that transcriptomic analysis in fathead minnow liver was capable of distinguishing wastewater treatment plant effluent, upstream and downstream ambient water.

The present study is part of a National Water Pollution Control and Management Project conducted in the Liao River basin of China. In other parts of the project, the chemical analysis of target compounds and the source to sink analysis were conducted [16,17,18]. The present study focused on analyzing transcriptomic profiles in zebrafish exposed to the surface water, with the aim to evaluate the impacts of complex mixtures of pollutants at environmentally relevant concentrations on aquatic vertebrates, as well as to elucidate the potential of transcriptomic profiles to differentiate pollution sources, and to identify the toxic components. The Hun River is a main tributary located in the Liao River basin, flowing through the city of Shenyang which is the capital of Liaoning Province and one of the most important industrial cities in China [16,19]. The Dongzhou River and Xi River, two main tributary flowing into Hun River, have been identified as the receiving water of chemical wastewater and pharmaceutical wastewater, respectively [20,21]. Hence, the selected sampling area provided a good model for comparison of the transcriptomic profiles in surface water across pollution gradients and receiving different discharges. The sampling sites were selected at the upstream and downstream of Shenyang City, and the mainstream and tributary near the junction. Zebrafish (*Danio rerio*) microarrays combined with bioinformatic analysis were employed to compare the transcriptomic profiles among sites. Furthermore, the gene expression profiles of zebrafish exposed to river water were compared with those of zebrafish exposed to single chemical from the literature. Genome expression profiles were characterized for livers because the organ integrates xenobiotics from multiple routes of entry (gill, intestine, and skin), is the primary tissue for their metabolism.

## 2. Methods and Materials

### 2.1. Site Selection and Water Sampling

Five sampling sites were located along the Hun River and one site each was on the Dongzhou River and the Xi River (Figure 1). The Dongzhou River is a tributary located at the upper reach of the Hun River, mainly receiving the discharges from petroleum and chemical industries [20]. The Xi River flows into the lower reach of Hun River, receiving large scale domestic and industrial effluent from the pharmaceutical industry [21].

In September, 2014 grab samples were collected in 20 L clean polypropylene bottles which were pre-rinsed with river water three times before sample collection. Tap water aerated for more than 48 h and filtered through activated carbon (1 mm, Huaiyushan Activated Carbon Co. Ltd., Zhuhai, China) was also used in the field as procedural control. The collected water samples were brought back to the laboratory in a cooler and stored at 4 °C for bioassay within 48 h. All samples were analyzed for the following parameters: dissolved oxygen (DO), pH, chemical oxygen demand (COD) and ammonia nitrogen (NH_3_-N). DO and pH were measured immediately after sampling by DO analyzer (Mettler-Toledo International Inc., Columbus, OH, USA) and pH analyzer (Sartorius, PB-20, Göttingen, Germany). After the surface water was filtered with glass fiber filter (GF/B, Whatman, Maidstone, UK), COD was measured by the microwave-assisted potassium dichromate method [22], and ammonia nitrogen was determined using Nessler’s reagent spectrophotometric method [23]. Descriptions of these sampling sites, as well as the physicochemical water parameters, are given in Table 1. Eighty two organic chemicals, including phthalic acid esters (PAEs), polycyclic aromatic hydrocarbons (PAHs), benzene hydrocarbons and phenolic compounds, were quantitatively analyzed by gas chromatography-mass spectrography conducted in other parts of the project (National Water Pollution Control and Management Project conducted in the Liao River basin of China). Water samples of sites H5 and X were not included in the chemical analysis. A detailed description of the chemical analysis is presented in the Supporting Information.

### 2.2. Fish Exposures

Adult wild-type zebrafish (*Danio rerio*) were purchased from a local commercial distributor, and were maintained in culture tank at 27 ± 1 °C with a 14:10 h light/dark photoperiod for acclimatization for two weeks. The culture water was aerated at least 24 h, and the fish were fed twice daily with commercial food (Guangzhou Fenglaideng Trading Co., Ltd., Guangzhou, China). The mortality rate of zebrafish was less than 5% during acclimatization. Male zebrafish were selected for exposure, and confirmed by the observation of gonads during anatomy. The gender difference was not included into the design of the study.

River water samples were filtered with glass fiber filter (GF/B, Whatman) to avoid the bias caused by the suspended substances to the toxicity test [24]. Dissolved oxygen concentration (>6 mg/L) and pH (7–8.5) were measured to ensure the water quality before the exposure. Each tank contained 1.5 L water and 5 male zebrafish, and static exposure was conducted for 96 h. No fish deaths occurred during the exposure. Fish were anesthetized by incubation in ice water after exposure [25] and the livers were surgically collected for total RNA isolating. All experimental procedures were approved by the Ethics Committee, Dalian University of Technology, China (No. 2018-035).

### 2.3. Microarray Analysis

Pooled liver tissues from five fish were used for RNA extraction. Total RNA was extracted using TRIZOL Reagent (Life Technologies, Carlsbad, CA, USA), and purified by RNeasy mini kit and RNase-Free DNase Set (Qiagen GmBH, Hilden, Germany) following the manufacturer’s instructions. RNA integrity was checked by a Bioanalyzer 2100 instrument (Agilent Technologies, Santa Clara, CA, USA). The quality control criteria of RNA samples including RNA integrity number (RIN) value ≥7.0, 28S/18S > 0.7 and value of A260/A280 between 1.9 and 2. Total RNA samples were stored at −80 °C and were sent to CapitalBio Corporation (Beijing, China) for microarray analysis. Two independent microarray experiments for each sample were performed with Agilent Zebrafish Oligo Microarray (V2) (4 × 44 K) which contains 43,803 probes representing 23,207 gene according to the manufacturer’s instructions. Briefly, 2 μg total RNA was amplified and labeled by Low Input Quick Amp Labeling Kit, One-Color (Agilent). Each slide was hybridized with 1.65 μg labeled RNA using Gene Expression Hybridization Kit (Agilent) in a hybridization oven (Agilent). Slides were washed in staining dishes (Agilent) after 17 h hybridization. The signal was obtained by using the Agilent Microarray Scanner (Agilent) with default settings. Raw data were normalized by the Quantile algorithm using GeneSpring Software 13.0 (Agilent). The microarray data from this study were deposited with the Gene Expression Omnibus repository (GSE92330 and GSE108227). The determination of differentially expressed genes (DEGs) were implemented in GeneSpring Software 13.0 based on fold change (FC) value compared with control. For each comparison, DEGs obtained as genes with a “detected” call in one or both populations were selected. Only genes that showed FC ≥ 2 in both two independent microarray analysis were sent for further pathway enrichment analysis, clustering and principal components analysis (PCA). For site D, because one replicated RNA sample was not qualified in the determination of RNA quality, only one microarray analysis was conducted and DEGs were identified by FC ≥ 3.

### 2.4. Pathway Analysis

Database for Annotation, Visualization and Integrated Discovery (DAVID version 6.8) [26] was used to enrich biological pathways from the DEGs that could be mapped to Kyoto Encyclopedia of Genes and Genomes (KEGG) [27] pathway orthologs. *p*-values calculated in DAVID was used to examine the significance of gene-term enrichment with a modified Fisher’s exact test [26]. For individual pathways, significant enrichment was considered if *p* < 0.05, and more than two DEGs were associated with the pathway [13].

### 2.5. Clustering Analysis

The microarray data were Log2 transformed and median centered by samples using the Adjust Data function of CLUSTER 3.0 software [28], and then further analyzed with hierarchical clustering with average linkage. All DEGs in zebrafish exposed to river water from each site were included in the hierarchical clustering analysis, and tree visualization was performed using Java Treeview (Stanford University School of Medicine, Stanford, CA, USA).

Clustering analysis was also used to compare the gene expression profiles of zebrafish exposed to the river water and that to single model chemical. The microarray data of zebrafish exposed to estradiol (E2, 50 μg/L,GSE30050), nitrophenol (NP, 30 μg/L,GSE30058), arsenic [29] (As, 192 μmol/L, GSE3048), benzo-[A]-pyrene (BAP, 5 μg/L, GSE30035), cadmium [30] (Cd, 30 μg/L,GSE41623), and chloroaniline (CA, 30 μg/L, GSE30055), were downloaded from NCBI GEO database (http://www.ncbi.nlm.nih.gov/geo/). Although the concentrations of these chemicals employed in the zebrafish exposure research were higher than detected concentrations in the river water, many other compounds coexisted in the surface water, which affected aquatic vertebrate in similar mode with these typical pollutants. Hence, it is reasonable to compare the gene profiles in the zebrafish exposed to single compound and those exposed to the surface water [8]. These model chemicals were selected because of the typical chemical structure, toxic mechanism, as well as the data availability. For example, E2 was selected for comparison to indicate the potential endocrine disruption effects. Microarray data generated by liver of adult male zebrafish with 96 h exposure were selected from the GEO database. In order to compare the gene expression profiles obtained from different microarray platforms, the probe IDs were transformed to gene symbols, and the fold change of each gene, as well as *p* values (*t*-test), were calculated by the normalized signal values with Excel (Microsoft Office 2013, Microsoft Corporation, Redmond, WA, USA). DEGs with *p* < 0.05 in zebrafish exposed to the model chemicals were compared by clustering analysis to those exposed to the river surface water.

### 2.6. Statistical Analysis

Statistical analysis of the correlation between DEGs number and COD, NH_3_-N, DO and pH was performed with SPSS v16.0 (SPSS Inc., Chicago, IL, USA) and the differences were considered statistically significant when *p* value was less than 0.05 using the Pearson’s correlation coefficient. The PCA for experimental data were performed using the princomp function of the R statistical package [31] (R version 3.3.3 2017, http://www.R-project.org).

## 3. Results

### 3.1. Differentially Expressed Genes Affected by River Water

The number of DEGs in the livers of zebrafish exposed to surface water from the seven sites ranged from 3292 at site D (Dongzhou River water) to 728 at site H2 (Hun River water at the downstream of the junction of the Dongzhou River and the Hun River) (Table S1). 

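Liver RNA was measured on one-colour Agilent zebrafish oligonucleotide arrays, with 1 array for the control fish and 1 for each of the 7 sites. Sites H1 to H5 lie on the Hun River and sites D and X on its tributaries. Each array carried RNA pooled from the livers of 5 male fish after 96 h of exposure, the time given in the paper. For D and X, the source name in the sample labels gives 97 h and the description gives 96 h. The paper used 2 arrays per site, except for D. The second arrays were not analysed here, so no difference from the control has a replicate check, and no p-value is given across genes. The arrays lay on 2 slides, with the control, H1, H2 and D on slide 1 and H3, H4, H5 and X on slide 2. Of the 43803 spots that are not controls, between 24770 (H2) and 31017 (D) were well above background, with a median of 27395.5 over the 8 arrays. The median ratio of spot signal to local background ranged from 12.3 on the H3 array to 18.25 on the H4 array, and no spot was saturated. The small number of arrays limits the precision of every value. The authors deposited the processed signal of each spot from the scanner software and a table of normalized log2 values. In that table, at least 99.9% of the probes of each array lay within 0.01 of the log2 processed signal minus 1 offset per array. The offset of the control array was 10.41, and the 75th percentile of its log2 signal was 10.41. The methods name quantile normalization, which was applied here to the log2 processed signal of the 8 arrays. Spots of one probe were averaged. Probes marked as non-uniform or as population outliers on either array of a comparison were left out. A probe that was not well above background on one of the 2 arrays compared has only a bound. Its change is given as at least N-fold, from the bright array against the higher of the dim probe's own value and the lowest value well above background on the dim array. A gene's value is the mean log2 difference over its probes, site minus control. Gene symbols were found through the accession of each probe for 26094 of 43603 probes, which represent 13443 genes.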

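Counted with the paper's thresholds on 1 array per site, a probe was a DEG when it was well above background on the site array, the control array or both and changed at least 2 fold, or at least 3 fold at D. The number of DEGs was highest at H3, with 6935 probes (3265 higher and 3670 lower than in the control). It was 5666 at X, 5542 at H1, 5093 at H4, 4851 at D and 3528 at H5. Site H2 had the lowest number, 2570, of which 971 were higher and 1599 lower. Between 27716 and 31968 probes were tested per site. Between 43.1% (H1) and 57.0% (D) of the DEGs were not well above background on one of the 2 arrays. When probes changed at least 2 fold were counted at D as at the other sites, D had the highest number, 9424. Counting genes in place of probes moved the numbers most, to between 865 at H2 and 2404 at H3. At D, 46.5% of the DEGs were higher than in the control, and over the alternatives this share ran from 30.1% with dim values raised to a floor to 62.0% after 75th percentile normalization. With the latter the median log2 difference of all tested probes was 0.36 at D and -0.14 at H4, against 0.16 and -0.03 after quantile normalization.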

The number of DEGs was positively correlated with COD of river water (*r* = 0.788, *p* = 0.035, Table S2). 

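With the numbers of DEGs above and the COD of each water sample (2 mg/L at H5, 5 at H2, 7 at H1, 9 at H3, 10 at X, 13 at H4 and 20 at D), Pearson's r over the 7 sites was 0.369 (exact permutation test, two-sided, p = 0.419) and Spearman's rho was 0.357 (exact permutation test, p = 0.444). Adjusted for the 4 water parameters by the Benjamini-Hochberg method, these p-values were 0.559 and 0.593. Without D and H5, the sites farthest from the median COD, r was 0.506. The relation depended on whether D had the threshold of the other sites. With at least 2 fold at all sites, r was 0.852 (exact permutation test, p = 0.0188). With at least 3 fold at all sites it was 0.831 (exact permutation test, p = 0.0236), and rho was 0.714 (exact permutation test, p = 0.0881) in both. Unlike those of the main counts, these p-values were not adjusted for the 4 water parameters. Without D, r was 0.622 (exact permutation test, p = 0.193). The other parameters gave an r of 0.494 for NH3-N (exact permutation test, p = 0.276), -0.522 for DO (p = 0.220) and 0.0677 for pH (p = 0.877). Their rho was 0.394 (exact permutation test, p = 0.390), -0.571 (p = 0.20) and -0.107 (p = 0.840), and no adjusted p was below 0.552. Without the 2 sites farthest from the median of each parameter, r was -0.175 for NH3-N, -0.533 for DO and 0.145 for pH, so the sign for NH3-N rested on H3 and H4. The slides held 3 and 4 sites, and no correlation within a slide was computed. With each probe centred on the median of its slide, r for COD was 0.489 (exact permutation test, p = 0.268). From the correlation with COD, the paper proposes that the number of DEGs may reflect the level of pollution.

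**Figure D1:**
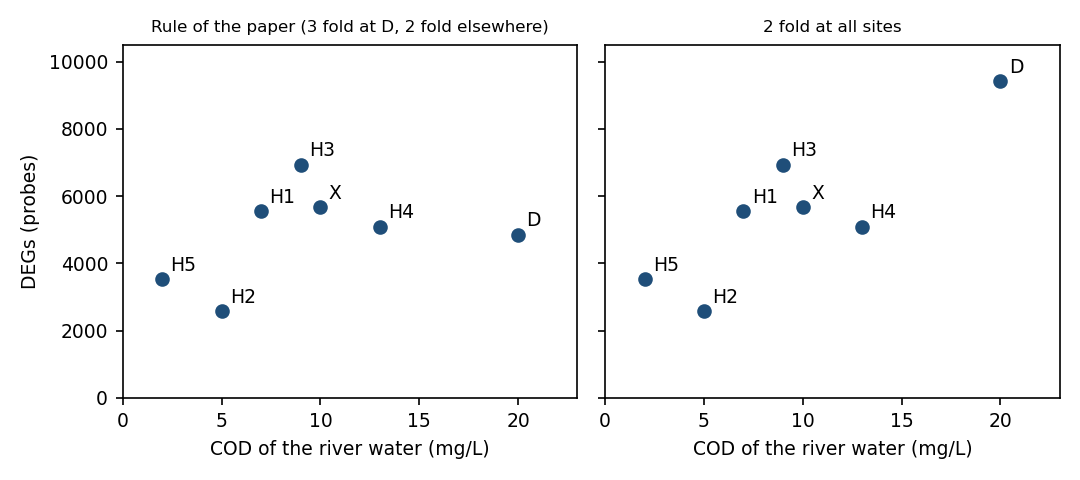
Number of DEGs per site (y axis, probes) against the COD of the water sample (x axis, mg/L), 1 point per site; the panels differ in the threshold for site D. Site D lies below H3 with a threshold of 3 fold and above every other site with 2 fold.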

The variations in the expression level of the DEGs were mainly in the range of 2~3 fold, accounting for 39~59% of total DEGs (Figure 2). 

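Of the DEGs at the 6 sites with a 2 fold threshold, the share with a change of 2 to 3 fold was highest at H2, 54.3% (95% Wilson interval 52.4% to 56.2%), and lowest at H3, 45.8% (44.6% to 47.0%). It was 51.2% at H5, 47.8% at H4, 47.2% at X and 46.7% at H1. The interval of H2 does not overlap those of H1, H3, H4 and X; the intervals cover counting error only. Site D has no DEG in this range because of its threshold of 3 fold; of its probes changed at least 2 fold, 48.5% were in it. When a probe had to be well above background on both arrays, the shares lay between 59.3% and 75.5%.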

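A change of at least 6 fold was found for 35.7% of the DEGs at D (95% Wilson interval 34.4% to 37.1%), where the threshold was 3 fold. Counted from 2 fold, the share at D was 18.4%, below that of every other site. At the other sites it ranged from 19.4% (17.9% to 21.0%) at H2 to 25.1% (24.1% to 26.1%) at H3, with 20.2% at H5, 21.0% at H4, 23.2% at H1 and 24.2% at X. The normexp background correction moved the lowest share among the sites most, to 2.94%.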

There were 10~34% of DEGs in each treatment with fold change value higher than 6. The distributions of DEGs with different fold change value range were similar between different sites.

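In the ranges between, changes of 3 to 4 fold made up between 13.3% (H2) and 16.1% (H4) of the DEGs at the 6 sites with a 2 fold threshold. Those of 4 to 5 fold made up between 7.88% (H5) and 8.97% (H1), and those of 5 to 6 fold between 5.02% (H2) and 6.44% (H4). At D, whose DEGs start at 3 fold, the shares were 34.9%, 18.3% and 11.1%.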

### 3.2. Enriched Pathway of DEGs Affected by River Water

Functional pathway enrichment analysis was conducted to develop an understanding of biological implications of the DEGs in each site based on the KEGG database. Overall, gene expression in 17, 5, 22, 10, 10, 9 and 8 pathways was significantly enriched in zebrafish exposed to water from the H1, H2, H3, H4, H5, X and D sites, respectively. The *p* values and functional categories of pathways of each site were shown in Figure 3.

Gene expression in metabolic pathways responsible for amino sugar and nucleotide sugar, glutathione, starch and sucrose, steroid, glycolysis/gluconeogenesis, purine as well as pyrimidine was affected by at least two of the seven surface water samples. 

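The KEGG gene lists of the paper were not used here. In their place, lists of genes of a pathway were written by hand from gene symbols, and the median log2 difference of a list was set among 10000 random lists of the same size matched on mean expression; the percentile describes these arrays and is not a test. The glutathione metabolism list had medians of -0.24 at H1 (percentile 0.07, 38 genes) and -0.26 at X (percentile 0.01, 37 genes). It was also lower at H3 (-0.18) and H2 (-0.09), and at H4, H5 and D its median changed sign with the normalization or with centring on the slide. The glycolysis and gluconeogenesis list was higher at D, with a median of 0.37 (percentile 99.2, 39 genes), and its medians at the other 6 sites lay between -0.09 and 0.04.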

Each water sample induced DEG expression in 5–12 metabolic pathways, except that site D only affected 1 metabolic pathway. These pathways were associated with carbohydrate metabolism, lipid metabolism and nucleotide metabolism. Main DEGs involved in these metabolic pathways are those of cytochrome P450 family members, such as *cyp51*, *cyp11c1*, *cyp17a1* and *cyp19a1b*. These genes were differentially expressed in more than three surface water samples, and *cyp51* was affected by five samples.

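On the arrays analysed here, the mean over the 4 probes of *cyp51* was changed at 2 sites, with a log2 difference of 1.12 at H2 and a rise past 2 fold at H5. Its probes disagreed. Probe 2 was higher at H2 (2.75), H5 (2.30), D (1.71), X (1.58) and H4 (1.06), while probe 1 stayed between -0.51 and 0.98 over the 7 sites. Probe 4 was dim and counted as lower at H1, H3 and H4, by at least 1.47-fold, 1.22-fold and 1.57-fold. *cyp11c1* had 1 probe well above background, which was changed at H4 only (log2 difference 2.21). *cyp17a1* had a changed probe at 3 sites, dim in the control and higher by at least 6.05-fold at H4, 2.17-fold at H5 and 1.91-fold at H3; its other probe was not changed. *cyp19a1b* was dim in the control, and a probe was higher by at least 1.56-fold at H1 and 2.07-fold at H3, with a further probe higher by at least 1.11-fold at H1. A probe of *cyp19a1b* that rose at H2 was left out because it was marked as non-uniform or as an outlier.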

Effects on the endocrine system were highlighted through the microarray assessments. 

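Among the acyl-CoA synthetases, the single probe of *acsl5* fell by 3.32 on the log2 scale at H1. It was not well above background at H3, D and X, and lower there by at least 109-fold, 269-fold and 155-fold. *acsl5* followed the intestine gene list over the 8 arrays (Spearman's rho 0.976, exact permutation test, p = 3.97e-04; Pearson's r 0.994, exact permutation test, p = 1.49e-04), a relation chosen after the values were seen. Log2 differences of *acsl1b* were -1.95 at X, -1.40 at H1, -1.52 at H3 and 0.41 at H5. At D the value was -1.46, short of the 3 fold threshold. Both probes of *acsl4b* were dim in the control and higher at H1 (at least 4.89-fold and 3.28-fold), H3 (at least 3.93-fold and 3.05-fold) and H5 (at least 2.48-fold and 2.00-fold). *acss1* was lower at D, with a mean log2 difference of -1.78 over 4 probes. PPAR signaling was taken as a list of 66 genes written by hand, of which 50 to 52 were measured per site. Its medians were -0.00 at H1 (percentile 27.4), 0.12 at H3 (percentile 78.7), -0.01 at H5 (percentile 41.5) and -0.20 at D (percentile 0.34). Counted at 2 fold, 12 genes were lower and 3 higher at D, and 9 lower and 3 higher at both H1 and H3. At H5, 1 gene was lower and 4 were higher, and at H2, 2 were lower and 2 higher. A median near 0 thus does not mean that no gene of the list changed. At the other sites the medians were -0.18 at H4 (percentile 0.82, 6 genes lower and none higher), -0.07 at X (percentile 1.50, 9 lower and 2 higher) and -0.01 at H2 (percentile 15.2). After 75th percentile normalization and with the authors' values the sign changed at X (0.03, percentile 7.66) and H2 (0.02, percentile 59.0). With centring on the slide it changed at H5 (0.05, percentile 67.2).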

Gene expression in the peroxisome proliferator-activated receptors (PPAR) signaling pathway was affected by surface water from site H1, H3, H5 and D. Several PPAR-regulated genes were altered, such as those coding for acyl-CoA synthetase genes that are key enzymes involved in the initial steps of fatty acids metabolism. In addition, the expression of genes in the steroid biosynthesis pathway was affected by surface water from sites H1, H2 and H5. 

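The steroid biosynthesis list written by hand had 13 genes, of which 11 or 12 were measured per site. Its median log2 difference was 0.53 at H2 (percentile 100), 0.33 at H5 (percentile 98.4) and -0.42 at H1 (percentile 1.42). At H1, 1 gene was lower and none higher at 2 fold; at H2, 3 genes were higher and none lower, and at H5, 4 genes were higher and none lower. The signs at these 3 sites held under each normalization. With the normexp background correction the medians at H1 and H5 were -0.19 and 0.24, and both lay inside the central 95% of the random lists. The list was also lower at H3 (-0.53), H4 (-0.39) and X (-0.33), and at D its median was 0.12 (percentile 52.0). Over all 12 genes with dim values at a floor, the medians were -0.15 at H3, -0.19 at H1, -0.35 at H4 and -0.33 at X. The 5 most abundant genes of the list differed in sign at H3. *tm7sf2* (0.41), *msmo1* (0.39) and *nsdhl* (0.50) were higher, *dhcr7* (-0.77) was lower and *sc5d* was -0.00.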

Several enzymes involved in the steroid hormone biosynthesis pathway are recognized as important targets for endocrine-disrupting chemicals. For example, the activity of the cytochrome P450 enzyme *cyp51* whose expression was altered by five surface water samples, is inhibited by some azole fungicides and antifungal drugs, resulting in the blockage of ergosterol biosynthesis [32]. 

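At H5, *cyp17a1* was measured by 2 probes that disagreed. The one that rose was dim in the control, and the other was dim at H5 and lower by at least 1.22-fold. Over the 8 arrays the values of *cyp17a1* followed those of the testis gene *gsdf* (Spearman's rho 0.905, exact permutation test, p = 0.00456; Pearson's r 0.877, exact permutation test, p = 9.92e-04), a relation chosen after the values were seen. *hsd17b1* had a log2 difference of 0.24 by the probe measured on both arrays, and was at least 2.99-fold higher by a probe that was dim in the control. The measured probe of *cyp11c1* had a log2 difference of 0.76, higher than in the control but under 2 fold. Its other probe was not well above background on any array.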

Steroid hormone biosynthesis pathway expression was enriched for site H5 with the upregulation of *cyp17a1* and hydroxysteroid (17-beta) dehydrogenase 1 (*hsd17b1*) and the downregulation of *cyp11c1*.

Several other affected functions were suggested by the enriched pathway. These included cellular processes such as cellular community (focal adhesion and tight junction), cell growth and death (cell cycle) and cellular motility (regulation of actin cytoskeleton), which were induced by surface water from sites H1, H3, H4, X and D. Growth arrest and DNA-damage-inducible related genes (*gadd45aa* and *gadd45bb*) enriched in cell cycle pathway were upregulated by site H1 and H3 water, while site H4 water upregulated the expression of cell division cycle related genes (*cdc6*, *cdc7* and *cdc20*) in cell cycle pathway. 

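The 2 probes of *gadd45aa* had log2 differences of 3.49 and 3.34 at H1 and of 2.07 and 2.11 at H3. The probe of *gadd45bb* had 3.78 at H1 and 2.18 at H3. At H4, *cdc6* had a log2 difference of 2.02. Of the 3 probes of *cdc7*, 2 were dim in the control and at least 3.70-fold and 1.67-fold higher. Of the 3 probes of *cdc20*, those with 1.79 and 1.15 were changed and that with -0.87 was not, for a mean of 0.69. The cell cycle list written by hand (72 genes, of which 59 were measured at H4) had a median of 0.42 at H4 (percentile 99.99), with 14 genes higher at 2 fold and none lower. On the same array the median of 6 germ cell genes of a testis list, chosen after the values were seen, was 4.31. At H1 the cell cycle median was -0.26 (percentile 0.09), and it was -0.14 at X (percentile 0.55), -0.02 at H3 (percentile 13.3), -0.10 at H2 (percentile 3.97) and -0.07 at H5 (percentile 22.3). At D it was -0.01 (percentile 7.52). After 75th percentile normalization it was 0.28 at D (percentile 28.85), below the median of all tested probes there, 0.36.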

Enriched expression of the proteasome pathway assigned to genetic information processing was detected in the livers of zebrafish exposed to surface water from site H5. The site H5 water upregulated the expression of three subtypes of proteasome subunit (*psmb7*, *psmb8f* and *psmb9b*) and three subtypes of proteasome 26S subunit (*psmd1*, *psmd4a* and *psmd11b*).

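All 5 probes of *psmb7* were higher at H5, with a mean log2 difference of 0.94, and 1 of them passed 2 fold. *psmd4a* had a mean of 1.09 over 3 probes and *psmd11b* of 1.096 over 2 probes. The mean of *psmd1* was 0.72, and only a probe that was dim in the control was changed, by at least 1.44-fold. No probe could be matched to *psmb8f* or *psmb9b* by symbol. Over the 49 measured genes of a proteasome list written by hand, the median log2 difference at H5 was 0.57 (percentile 100), with 4 genes higher at 2 fold and none lower. The median at H1 was 0.52 (percentile 100), with 5 genes higher and 2 lower. It was 0.27 at D (percentile 98.5), 0.15 at H2 (percentile 98.5), 0.10 at H4 (percentile 98.9), -0.10 at H3 (percentile 1.43) and -0.21 at X (percentile 0.03).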

Potential immunotoxic effects were revealed by interference in gene expression in pathways associated with intestinal immune network for IgA production induced by site H4 and X water. For example, expression of chemokine ligand 12b (*cxcl12b*) enriched in this pathway was upregulated by site H4 water but downregulated by site X water, and heat shock protein (*hsp90aa1.2*) was upregulated in the zebrafish exposed to H4. 

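The 4 probes of *hsp90aa1.2* had log2 differences of 1.36, 0.57, -0.35 and 1.03 at H4, for a mean of 0.65, and 2 of them passed 2 fold. The rise was larger at H1, with a mean of 2.20 and 3 changed probes. No probe could be matched to *cxcl12b* by symbol. The leukocyte list written by hand, with 28 or 29 measured genes per site, had a median of 0.41 at H4 (percentile 100) and -0.37 at X (percentile 0). It was lower at H3 (-1.39), H1 (-0.64) and H5 (-0.39) too, each at percentile 0, and at H2 (-0.21, percentile 0.01); at D it was -0.03 (percentile 22.3).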

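At H5, *atp1a3b* had a log2 difference of 5.71 by the probe measured on both arrays and was at least 2.78-fold higher by a probe that was dim in the control; 2 further probes were dim on both arrays. The subunit gene *atp1b2a*, taken here to be the gene printed as *1tm1b2a*, had a log2 difference of -0.05 by the probe measured on both arrays and was at least 3.52-fold higher by a probe that was dim in the control. *tnnc1a* had a log2 difference of 4.40 by one probe and was at least 60.3-fold higher by the other. *tnnc1b* had 0.61 by one probe and was at least 1.48-fold higher by the other. *atp1a3b* was also higher at H1 (1.85) and H4 (1.21), and *tnnc1b* was lower at D (-1.82) and X (-1.33). By the mean over probes, *tnnc1b* was higher at H4 too (1.21), and *atp1b2a* at H1 (1.63). Each of these means includes a probe that was dim in the control. The probe measured on both arrays had 0.77 for *tnnc1b* at H4 and 0.23 for *atp1b2a* at H1. On the same array other heart genes were higher too: the log2 difference of *cmlc1* was 7.44, and 14 of the 22 measured genes of a heart list were higher at 2 fold.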

The expression of genes in pathways related to circulatory system such as adrenergic signaling in cardiomyocytes and cardiac muscle contraction were affected by site H5 water, such as the upregulation of ATPase-related genes (*atp1a3b* and *1tm1b2a*) and troponin related genes (*tnnc1a* and *tnnc1b*).

Particularly, insulin resistance and salmonella infection pathways, which were related to human disease, were affected by sites H1 and H3. Interleukin related (*il1b*) and chemokine ligand 8a (*cxcl8a*) gene expression was upregulated by site H1, which were enriched in salmonella infection pathway. 

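*il1b* had a log2 difference of 4.57 at H1 by the probe measured on both arrays, and was at least 63.9-fold higher by a probe that was dim in the control. At H3 it had 1 measured probe, with a log2 difference of 1.00. No probe could be matched to *cxcl8a* by symbol. The largest rise on the H1 array among probes with a symbol that were measured on both arrays was that of *csf3b*, with a log2 difference of 6.23.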

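The 2 probes of *ins* had log2 differences of -1.29 and -1.15 at H1 and of -1.78 and -1.99 at H3. Larger falls were measured at D, with a mean of -3.15, and at X, with a mean of -3.96. The mean was -0.72 at H5, 0.07 at H2 and 0.90 at H4. Other genes expressed in the pancreas fell on the same arrays. The exocrine pancreas list had medians of -3.07 at H1 and -4.03 at H3, and *gcgb*, which encodes glucagon, had log2 differences of -1.24 at H1 and -1.17 at H3. Over the 8 arrays, *ins* followed *gcgb* (Spearman's rho 0.976, exact permutation test, p = 3.97e-04; Pearson's r 0.980, exact permutation test, p = 7.44e-05), a relation chosen after the values were seen.

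**Figure D2:**
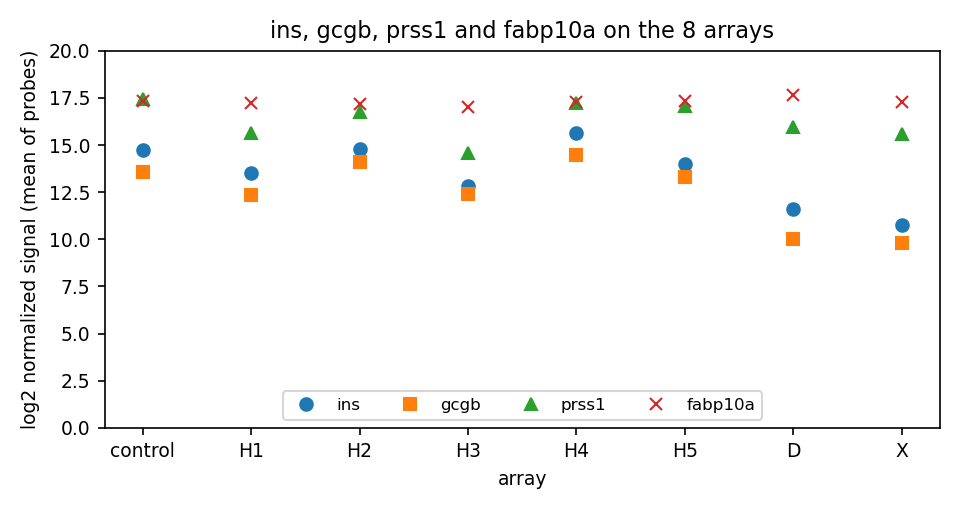
Log2 normalized signal (y axis, mean of probes) of ins, gcgb, prss1 and fabp10a on the 8 arrays (x axis), 1 array per condition and no error bars. ins and gcgb are lowest on the D and X arrays, prss1 on the H3 array, and the liver gene fabp10a lies between 17.0 and 17.7 on every array.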

Preproinsulin (*ins*) was down-regulated by both site H1 and H3 water and thus could affect the function of the insulin resistance pathway.

### 3.3. Differentiation of Gene Profiles for Pollution Gradients and Discharge Source

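Average linkage on 1 minus Pearson's r over the 16182 probes that were DEGs at any site placed the control with H2, H4 and H5, and H1, H3, D and X in the other cluster. The median distance was 0.149 within a cluster (12 pairs of arrays, 0.0872 to 0.245) and 0.233 between the clusters (16 pairs, 0.138 to 0.308), so the ranges overlap. The slide did not separate the clusters, since each holds 2 arrays of each slide. On all 21705 probes well above background on every array, D stood alone against the other 7 arrays, as it did with 1 minus Spearman's rho as the distance.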

Clustering analysis resulted in two distinct clusters corresponding to the selected sites (Figure 4a). When the gene profiles of zebrafish liver exposed to the water sample from tributary and the mainstream near the junction were compared, it was found that site X and site H5 were assigned to two groups with the lowest similarity. 

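The distance between X and H5 was 0.231, with r = 0.769 across probes, which are not independent replicates. Of the pairs of arrays, H4 and D were farthest apart, followed by H5 and D at 0.291.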

Site D and H2 were also assigned to two groups. 

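For D and H2 the distance was 0.235. Site H2 was nearest to the control, and D was nearest to X, at 0.166.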

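The distance between the H3 and H4 arrays was 0.269 on the same probes. Site H4 was nearest to H5, at 0.137, and H3 to X, at 0.145.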

Site H3 and H4, the upstream and downstream of Shenyang City, were separated in two groups. The PCA of DEGs showed the significant differences in PC scores occurring within the first two principal components (PC1 and PC2, 59.8%; Figure 4b). 

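With the princomp function on the 16182 DEG probes, arrays as variables and the covariance matrix, PC1 held 83.1% and PC2 6.00% of the variance, 89.1% together. With each probe first centred on its mean over the 8 arrays, they held 35.7% and 18.2%, 53.9% together.

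**Figure D3:**
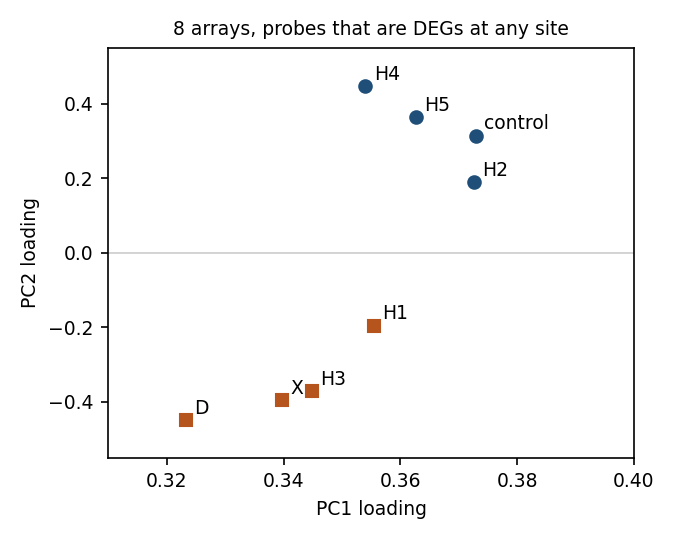
Loadings of the 8 arrays on PC1 (x axis) and PC2 (y axis), without units, 1 point per array. The control, H2, H4 and H5 have positive and H1, H3, D and X negative loadings on PC2.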

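Loadings on PC2 ran from 0.447 for H4, 0.363 for H5, 0.314 for the control and 0.189 for H2 to -0.195 for H1, -0.372 for H3, -0.395 for X and -0.450 for D. Along PC1 all 8 arrays had loadings of one sign, between 0.323 for D and 0.373 for the control.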

The seven sampling sites were separated along PC2. A relatively higher difference of gene expression profiles between site X and H5 along PC1 was also observed. 

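The PC1 loading was 0.340 for X and 0.363 for H5. The pair lay farther apart along PC2, on opposite sides of 0. With each probe centred on its mean, the pair lay on opposite sides of 0 along PC1 (-0.383 for X and 0.374 for H5) and close together along PC2 (-0.0182 and -0.103).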

Sites H3 and H4 were separated along PC2. Differences of gene responses between downstream (H4) and upstream (H3) of Shenyang City, and between mainstream (H2, H5) and tributary sites near the junction (D, X) were compared (Figure S1). 

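At H2, 37.1% of the 2570 DEGs were changed in the same direction at D (95% Wilson interval 35.3% to 39.0%) and 3.46% in the opposite direction. Of the DEGs at D, 19.7% were changed in the same direction at H2 and 1.83% in the opposite direction. For H3, 23.7% were shared with H4 and 4.31% were opposite, and for H4 these were 32.3% and 5.87%. For H5, 33.6% were shared with X and 4.05% were opposite, and for X these were 20.9% and 2.52%. In probes, 954, 1645 and 1185 DEGs were shared and 89, 299 and 143 were opposite in the 3 pairs. All comparisons share the control array, which gives shared changes without any effect of the site. After shuffling the 8 values of each probe over the arrays (100 draws), between 25.5% and 49.7% of the DEGs were shared and between 1.73% and 3.44% were opposite. The shared share was above its shuffled value at H2 (25.5%) and below it at the other 5 sites in these pairs; the opposite share was below its shuffled value at D and X and above it at H2, H3, H4 and H5.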

The oppositely changed genes accounted for 1–8% of the total DEGs for each site, while the commonly changed genes accounted for 9.5–29% of the total DEGs. The PCA results were consistent with the clustering analysis results, further supporting the difference in the transcriptomic profiles between the tributary and the mainstream, and that between the upstream and downstream of the Shenyang City.

A total of 82 organic chemicals, which are typical pollutants discharged from industrial activities in Hun River basin, such as oil refineries, plastic plants, dyes, pesticides, pharmaceuticals, coal conversion, coking and petrochemical, were detected in the surface water from H1, H2, H3, H4 and D (Table S3). Correlation analysis between DEGs number and concentrations of these chemicals found that only two chemicals concentrations were significantly correlated (*p* < 0.05) with DEGs number. Eleven chemicals that concentrations were commonly at top 20 in all samples were listed in Table 2. Diisobutyl phthalate was the most abundant chemical, with concentrations of 5.03~125 μg/L, and the highest concentration was detected at site D. Besides, 26 of 82 chemicals, mainly including PAEs, phenolic and heterocyclic compounds, were detected at higher concentrations at site D than those at the other 4 sites. Clustering analysis conducted with the detected chemicals resulted in the separation of H1 from other sites, because H1 was a background site near the reservoir (Figure 5a). The PCA of detected chemicals in the surface water samples were consistent with the clustering analysis, which showed obvious separation with the majority of the variation (99.5%, Figure 5b).

When gene expression profiles of zebrafish exposed to surface water were compared with that of zebrafish exposed to selected chemicals, no obvious grouping was obtained when the average results from two independent microarray analysis were used for analysis. However, one of the microarray data found that the expression profiles of fish exposed to surface water from each site were very similar to those of fish exposed to E2 (Figure S2). The clustering analysis suggested relatively higher similarity of the gene profiles in the zebrafish exposed to surface water with that exposed to E2, than the other several organic compounds and metal, providing another line of evidence for the potential endocrine disruption effects.

## 4. Discussion

Toxicogenomic studies have been mainly used to determine genomic responses and to analyze toxicity pathways of individual chemicals. However, a few studies [12,13,33] have applied transcriptomics-based methods to complex environmental samples. The present study evaluated the feasibility of using zebrafish microarrays as a biomonitoring tool to assess the potential hazardous effects in aquatic organisms exposed to pollutants in surface water, and its potential in discriminating pollution gradient and different discharges.

The significantly positive correlation between DEG number and COD (Table S2) suggested that the number of DEGs may be indicative of the pollution level of the surface water. The number of altered genes in the D site was the highest among the 7 sites, consistent with the chemical analysis results that concentrations of the 82 selected chemicals were higher at site D. However, there was no significant correlation between DEG number and concentrations of any chemicals. A possible reason is that toxicological changes reflect the combined effects of various kinds of chemicals, rather than any specific compound. Yang et al. [7] have found significant positive correlations between the number of altered genes in zebrafish embryos with the concentrations of cadmium chloride, 1,1-bis-(4-chlorophenyl)2,2,2-trichloroethane (DDT), 2,3,7,8-tetrachlorodibenzo-*p*-dioxin (TCDD), valproic acid, 4-chloroaniline, and methylmercury chloride. The number DEGs in human hepatoma HepG2 cells induced by exposure to aquatic effluents were significantly decreased [34]. However the H1 site water, a background sample collected from the reservoir, also affected the expression of more than 2000 genes. Therefore, DEG numbers induced in zebrafish could be used as a reference parameter when evaluating toxicity based on genomics analysis. However, it is suggested that number of DEGs is to be used together with the function and pathway analysis instead of being used alone when evaluating the toxic potential of the surface water.

The gene profiles of zebrafish exposed to surface water suggested transcriptomic changes related to endocrine disruption. The DEGs and pathway enrichment highlighted the disturbance in endocrine disruption. Furthermore, insulin resistance was enriched, which was classified as pathway related to human endocrine and metabolic diseases. Moreover, the enrichment of PPAR signaling pathway and concomitant detection of phthalates in the river water samples were consistent with results of a number of studies in fish that phthalates induced PPAR activation [35]. Previous studies have found the occurrence of intersex fish [36] and increasing expression of vitellogenin (*vtg*) [37] in wild crucian carp sampled from the Hun River. The present study provided molecular evidence for the observed reproductive abnormalities in the field.

The expression of genes in pathways related to cell cycle growth arrest and genetic information processing was also affected, suggesting that the surface water potentially induced genetic damage. Cell cycle growth arrest is an important cellular response to genotoxic stress, and *gadd45* enriched in cell cycle pathway which was altered by water from sites H1, H3 and H4, was regulated by p53 stress protein and plays an important role in the cycle G2-M checkpoint [38]. 

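At H4, the log2 differences of *gadd45aa* were 0.71 and 0.69 by its 2 probes, and that of *gadd45bb* was 0.75, under 2 fold for each probe.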

Cell division cycle has a critical role in the initiation of DNA replication, and *cdc6* which was deregulated by sites H1 and H4 has been reported to increase the replication activity with subsequent DNA damage [39]. 

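On the H1 array, the probe of *cdc6* that was measured in the control was not well above background, and lower by at least 1.36-fold. The other probe was dim on both arrays.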

The proteasome affected by site H5 is related to folding, sorting and degradation of protein. 

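All 5 probes of *psmb7* were higher than 2 fold on the H1 array, with log2 differences between 1.05 and 1.19 and a mean of 1.12.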

Proteasome subunits (*psmb7*) whose expression was upregulated by site H1 water, was induced only in the liver and regulated by zebrafish Nrf2 which has a trypsin-like protease activity [40]. Elevated proteasome expression has been suggested as an indicator of exposure to metal ions [41].

Besides the endocrine disruption and genetic damage, which are the main toxic responses employed in the conventional endpoint based toxicity test of environmental water samples, the transcriptomic analysis also suggested that these may by alteration in essential biological functions such as immune system and circulation system. No validated bioassays exist to test such adverse effects. *Cxcl12b* enriched in the intestinal immune network for IgA production pathway was originally identified in the immune system, which plays crucial roles in leukocyte trafficking and immune responses [42]. Increased level of *hsp90aa1.2* was observed in zebrafish exposed to site H4 water, consistent with the results that the expression levels of various *hsp* genes are increased in fish exposed to environmental pollutants, such as microcystin-LR [43], heavy metals [44] and industrial effluents [45]. It was reported that silica nanoparticles induced cardiac dysfunction of zebrafish embryo and inhibited the cardiac muscle contraction via affecting related genes, such as ATPase-related genes and regulatory gene *tnnc1a* for cardiac troponin C [46], and these genes were also altered in the liver of zebrafish exposed to the sampled Hun River water.

The expression of genes related to human disease pathways were affected by site H1 and H3 water, and indicated potential adverse effects in humans. Comparison with the human reference genome showed that 71.4% of human genes haves at least one obvious zebrafish orthologue and 69% of zebrafish genes have at least one human orthologue [47]. Hill et al. [48] suggested that the function and structure of adult zebrafish liver is similar to the mammalian liver, and there is also high genetic conservation between zebrafish and humans. Besides, immune system of zebrafish has proven to be significantly similar to that of humans [49]. Insulin resistance plays a central role in type 2 diabetes, obesity, and metabolic syndrome, which are pathologies affecting a large population worldwide. Zebrafish appeared to be sensitive to human insulin and turn to be insulin resistant when exposed to high dose of the hormone [50]. *Cxcl8* is expressed in leukocytes of zebrafish as in humans, and is upregulated under inflammatory conditions induced by chemical or bacterial insult [51]. However, to analyze the correlation between gene expression and human disease pathway need to measure insulin resistant related endpoints.

The gene expression profiles in zebrafish exposed to the surface water samples collected from the mainstreams were differentiated from the tributaries near the junction, and also discriminated between the upstream and downstream water of Shenyang. In contrast, the chemical profiles based on the data of 82 typical organic pollutants analysis were only capable of differentiating H1, the background sample, from the other surface water samples. The results suggested that transcriptomic profiles of the surface water were highly specific despite of the similar pollutant profiles in adjacent sample sites. Falciani et al. [15] found that the gene profiles in flounder could be well identified from a highly polluted area, but flounder from other areas were not perfectly segregated by clustering analysis. Gene profiles in aquatic species have been used to evaluate the contribution of effluent from wastewater treatment to the downstream pollution [12,33]. The results of the present study suggested that transcriptomic tools have the potential to discriminate the pollution profile of surface water with adjacent spatial position and overlapped pollutants profile.

The identification of pathways related to endocrine disruption, as well as the similarity of gene expression profiles of zebrafish exposed to surface water and E2, indicating that the occurrence of endocrine disrupting chemicals. Several endocrine disruption chemicals such as diisobutyl phthalate (DIBP), di(2-ethylhexyl) phthalate (DEHP), dibutyl phthalate (DBP) and dimethyl phthalate (DMP) were detected in the surface water with their concentrations up to 125, 11, 3, and 1 μg/L. The median lethal concentrations (LC50) of fish for 96 h exposure to DIBP, DEHP, DBP and DMP were 0.9, >0.32, 2.2 and 58 mg/L, respectively [52]. Even though the concentrations of some endocrine disruptors determined in the river water were lower than LC50 values of these chemicals, many other endocrine disruptors coexisted in the surface water, which also induced endocrine disrupt effects. High estrogenic activities were measured in the surface water from the Hun River using in vitro bioassay [53]. Hence, the comparative analysis of the transcriptomic profile of the complex environmental samples with the model compound, may prospectively enable the identification of the pollutants based on toxic mechanism, providing a powerful tool for effect-directed analysis.

## 5. Conclusions

In summary, the present study evaluates the feasibility of using hepatic transcriptomic profiling in zebrafish in the effect-directed monitoring of surface water. While changes in gene expression do not always correlate to changes in metabolism, the DEGs number and the pathway enrichment are indicative of the pollution gradient. The gene expression profiles suggested endocrine disruption effects and genotoxic effects, and potential immunotoxic effects and disruption of circulation system. The pathways related with human endocrine and metabolic diseases, and infectious diseases, were also affected by the surface water. The transcriptomic profile differentiated the sampling sites from the tributary and mainstream, and upstream and downstream of Shenyang. The comparative analysis of the transcriptomic profile of the complex surface water with that of model compounds suggested relatively higher similarity between surface water and E2, than other several organic and metal compounds, exhibiting the potential to identify the pollutants patterns based on toxic mechanism. The development of the cross-platform read of the transcriptomic data, and the annotation of the currently unknown genes, as well as measuring the activity of enzymes whose gene expression is affected by aquatic effluents would profit the genomic tools to be more powerful in prediction of toxic effects and pollutants identification in surface water.

## Figures and Tables

**Figure 1:**
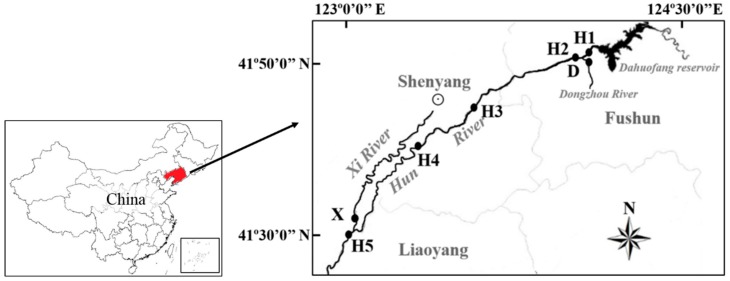
Locations of the sampling sites.

**Figure 2:**
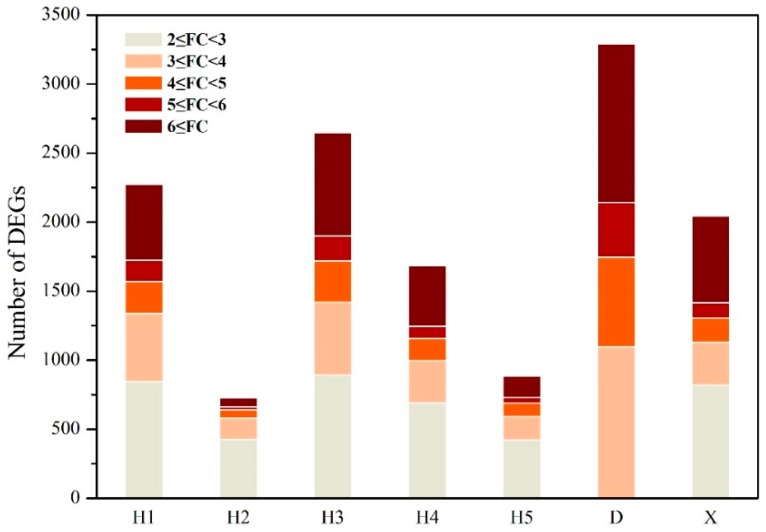
Distribution of fold change of differentially expressed genes in zebrafish liver exposed to surface water. The fold changes were average data of the two independent microarray analysis. Bars with different color represent FC value range. Grey bars represent total DEGs number of different samples.

**Figure 3:**
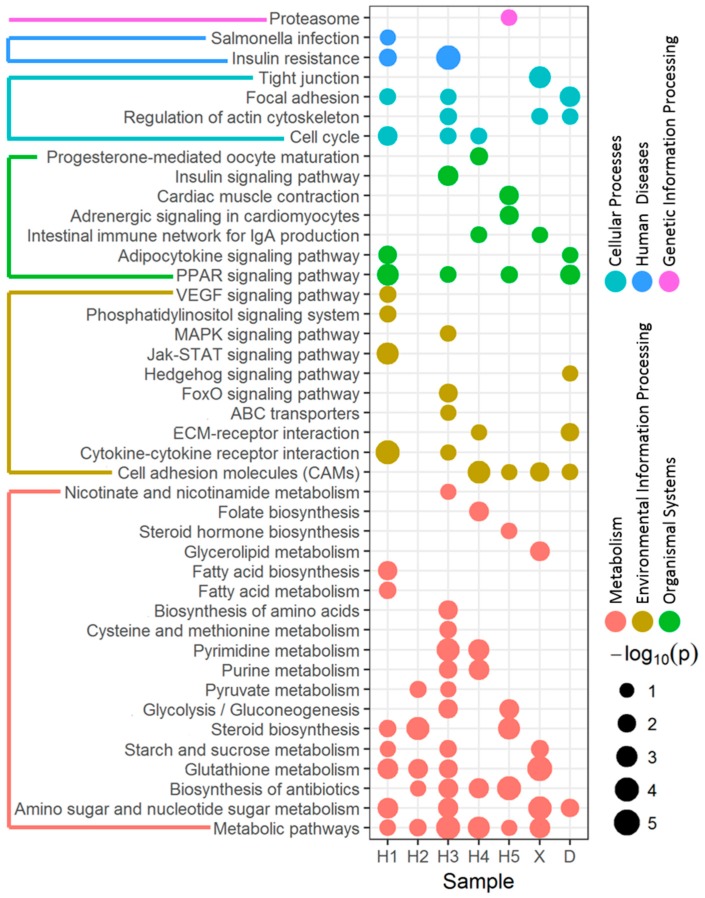
Pathway enrichment analysis of DEGs in liver of zebrafish exposed to surface water. The area of circle represents −log_10_(p), that bigger circles have lower p values. The color of circles indicates functional categories of pathways.

**Figure 4:**
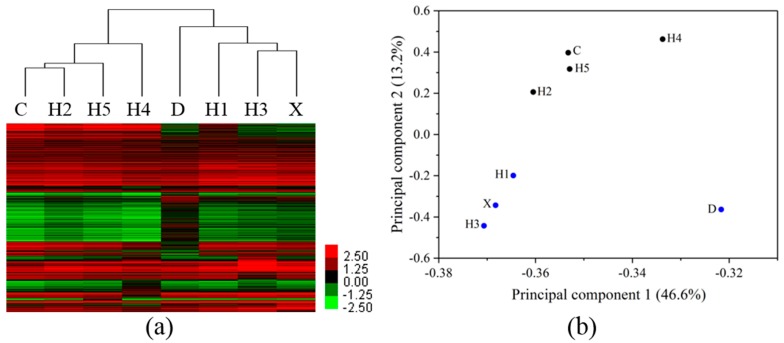
Hierarchical clustering (**a**) and principal component analysis (**b**) of differentially expressed genes in the liver of zebrafish exposed to river water of each site. Upregulated genes are marked in red and downregulated genes in green. Scale shows fold differences in expression versus controls (**a**).

**Figure 5:**
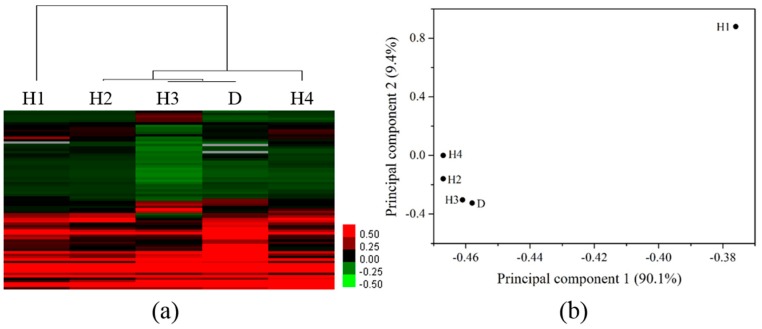
Hierarchical clustering (**a**) and principal component analysis (**b**) of chemicals detected in the surface water from the Hun River. 82 chemicals were used for clustering analysis and PCA. Scale shows fold differences in expression versus controls (**a**).

**Table 1:** Sampling location and physicochemical water parameters.

Site	Longitude (East)	Latitude (North)	pH	Dissolved Oxygen (mg/L)	Chemical Oxygen Demand (mg/L)	Ammonia Nitrogen (mg/L)
**H1**	124°05.627	41°53.426	8.41	7.89	7	0.1
**H2**	123°58.214	41°52.640	7.06	8.01	5	0.1
**H3**	123°34.452	41°48.704	7.01	5.03	9	2.3
**H4**	123°18.311	41°42.900	7.91	9.57	13	2.7
**H5**	122°57.322	41°29.674	7.94	7.45	2	0.1
**X**	122°59.705	41°31.554	7.75	6.30	10	0.1
**D**	124°02.061	41°51.695	7.32	7.53	20	0.03

**Table 2:** Concentrations of organic chemicals in surface water samples.

Chemicals	Concentration (μg/L)				
	H1	H2	H3	H4	D
Diisobutyl phthalate	5.03	35.5	80.2	20.2	125
Di(2-ethylhexyl) phthalate	1.39	3.43	9.71	4.36	11.3
2,4-di-*tert*-butylphenol	1.59	2.54	7.31	4.65	8.87
Benzyl benzoate	6.12	6.49	6.54	6.42	7.26
*m*-Cresol	1.91	1.23	1.51	1.42	5.67
Dibutyl phthalate	0.975	2.12	2.36	2.62	3.36
2-Methylpyridine	1.7	1.42	1.05	1.04	2.55
2,6-di-*tert*-butyl-*p*-cresol	0.558	1.018	2.22	0.865	1.92
*o*-Cresol	0.821	0.48	0.536	0.449	1.522
2-Methylnaphthalene	0.568	0.471	0.787	0.512	1.201
Dimethyl phthalate	0.585	0.855	0.813	1.77	1.06

## Supplementary Materials

The following are available online at http://www.mdpi.com/1660-4601/15/8/1648/s1. Figure S1. Evaluation of gene expression across pollution gradients and discharge source in the Hun River. Figure S2. Clustering analysis of gene expression of zebrafish exposed to the Hun River water from each site with exposed to selected individual chemicals. Table S1. Number of DEGs with fold change ≥ 2 in the livers of zebrafish exposed to surface water. Table S2. Pearson correlations between number of DEGs and physicochemical parameters. Table S3. Concentrations of organic chemicals in surface water samples.

# Supplementary material for: Transcriptomic Profiles in Zebrafish Liver Permit the Discrimination of Surface Water with Pollution Gradient and Different Discharges
**Source:** Int J Environ Res Public Health. 2018 Aug 3;15(8):1648. doi: 10.3390/ijerph15081648
**Supplement:** Supplementary file 1

## Support information

# Transcriptomic Profiles in Zebrafish Liver Permit the Discrimination of Surface Water with Pollution Gradient and Different Discharges

Zhou Zhang <sup>1</sup>, Wei Liu <sup>1,\*†</sup>, Yuanyuan Qu <sup>1</sup>, Xie Quan <sup>1</sup>, Ping Zeng <sup>2</sup>, Mengchang He <sup>3</sup>, Yanmei Zhou <sup>4,†</sup> and Ruixia Liu <sup>2,†</sup>

† These authors contributed equally to this work

## Methods of chemical analysis

Organic chemicals (such as phthalic acid esters (PAEs), polycyclic aromatic hydrocarbons (PAHs), benzene hydrocarbons and phenolic compounds) in water samples were quantitatively analyzed by gas chromatography-mass spectrography (GC-MS, 463 GC-scion MS, Bruker, Germany). 50 µL 1mg/L phenanthrene-D10 and acenaphthylene-D10 was added to 5L water samples as surrogates to quantify recoveries. Samples were extracted using polar (Oasis, HLB, Waters Co., USA) and nonpolar solid phase extraction columns (Supelclean ENVI – 81 SPE, Supelco, USA) successively activated by 10 mL acetone, 10 mL acetone:methanol (9:1, v/v) (Mreda Technology Inc., USA) and 10 mL high purity water (Millipore, USA) and connected in series. Two columns were then eluted applying 10 mL acetone:methanol (9:1, v/v) and 10mL acetone:hexane (3:7, v/v) (Mreda Technology Inc., USA), respectively. Extracts were concentrated by pressured nitrogen blowing concentrators and analyzed by GC-MS using anthracene-D10 as internal standard. GC was equipped with a capillary column (DB-5MS, 30 m × 0.25 mm × 0.25 µm, Agilent Co.) and sample size was 1.0 µL (non flow injection). Carrier gas was He (purity 99.99%) and flow rate was 1 mL/min. The temperature of introduction port was 280 °C and detector was 300°C. The start temperature of column was 40°C, stayed for 2 min, temperature programmed up to 300°C by the rate of 5°C /min and then stayed for 5min. SIM scan was selected. The determination condition of MS was: ion source (EI) temperature of 270°C, quadrupole temperature of 200°C and EI voltage of 70eV.

To avoid the contamination, the plastic ware was excluded and the pretreatment of all samples were carried out in a super-clean work bench. Additionally, the blank contamination control experiment was performed in the same manner as the samples to determine any background contamination. The concentration of these pollutants in the samples was blank corrected. Three matrix samples spiked with mixed standards at the two levels of 500 and 1000 ng/L were run to monitor the recoveries of the analytical method. Surrogate recoveries for all samples were from 77% to 113% for both phenanthrene-D10 and acenaphthylene-D10. The limit of detection (LOD) of the analytes was determined with a signal-to-noise ratio of 3:1, while the limit of quantification (LOQ) was determined with a signal-to-noise ratio of 10:1. The concentrations of organic compounds were calculated using standard curves. Standard curves of the target chemicals were prepared by

increasing the concentration of contaminants from 20 to 1000 µg/L at six level and spiking the fixed levels (100 µg/L) of the internal standards, with correlation of coefficients more than 0.99.

**Table S1.** Number of DEGs with fold change  $\geq 2$  in the livers of zebrafish exposed to surface water.

| Sample | Total | Up-  | Down- |
|--------|-------|------|-------|
| H1     | 2275  | 820  | 1455  |
| H2     | 728   | 206  | 522   |
| H3     | 2648  | 1032 | 1616  |
| H4     | 1685  | 1043 | 642   |
| H5     | 885   | 487  | 398   |
| X      | 2046  | 744  | 1302  |
| D *    | 3292  | 2018 | 1274  |

\* DEGs of Site D were FC  $\geq 3$ .

**Table S2.** Pearson correlations between number of DEGs and physicochemical parameters.

|                    | DEGs | COD    | NH <sub>3</sub> -N | DO     | pH     |
|--------------------|------|--------|--------------------|--------|--------|
| DEGs               | 1    | 0.788* | 0.124              | -0.355 | -0.102 |
| COD                |      | 1      | 0.183              | 0.105  | -0.199 |
| NH <sub>3</sub> -N |      |        | 1                  | 0.043  | -0.165 |
| DO                 |      |        |                    | 1      | 0.443  |
| pH                 |      |        |                    |        | 1      |

\*. Correlation is significant at the 0.05 level.

**Table S3.** Concentrations of organic chemicals in surface water samples.

| Chemicals                  | Concentration (µg/l) |       |       |       |       |
|----------------------------|----------------------|-------|-------|-------|-------|
|                            | H1                   | H2    | H3    | H4    | D     |
| n-Propylbenzene            | 0.358                | 0.438 | 0.169 | 0.447 | 0.312 |
| m-Ethyltoluene             | 0.333                | 0.428 | 0.088 | 0.299 | 0.329 |
| Mesitylene                 | 0.043                | 0.077 | 0.023 | 0.066 | 0.061 |
| 2-Ethyltoluene             | 0.017                | 0.023 | 0.004 | 0.026 | 0.017 |
| 1,2,4-Trimethylbenzene     | 0.061                | 0.078 | 0.028 | 0.029 | 0.058 |
| 4-Methylstyrene            | ND                   | 0.013 | 0.019 | 0.157 | 0.010 |
| 1,2,3-Trimethylbenzene     | 0.488                | 0.661 | 0.233 | 0.608 | 0.501 |
| 1,3-Diethylbenzene         | 0.173                | 0.187 | 0.085 | 0.274 | 0.144 |
| 1,4-Diethylbenzene         | 0.101                | 0.143 | 0.039 | 0.167 | 0.112 |
| 1,2-Diethylbenzene         | 0.114                | 0.198 | 0.091 | 0.184 | 0.139 |
| 1,2,4,5-tetramethylbenzene | 0.089                | 0.122 | 0.079 | 0.107 | 0.086 |
| 1,2,3,4-tetramethylbenzene | 0.123                | 0.176 | 0.117 | 0.265 | 0.138 |
| Pentamethylbenzene         | 0.118                | 0.172 | 0.229 | 0.208 | 0.134 |
| Hexamethylbenzene          | ND                   | ND    | ND    | 0.012 | ND    |
| Naphthalene                | 0.230                | 0.162 | 0.230 | 0.218 | 0.541 |
| 2-Methylnaphthalene        | 0.568                | 0.471 | 0.787 | 0.512 | 1.201 |
| 1-Methylnaphthalene        | 0.333                | 0.321 | 0.615 | 0.351 | 0.739 |
| 2,7-Dimethylnaphthalene    | 0.128                | 0.116 | 0.469 | 0.149 | 0.362 |
| 1,3-Dimethylnaphthalene    | 0.099                | 0.099 | 0.549 | 0.161 | 0.324 |
| 1,4-Dimethylnaphthalene    | 0.061                | 0.071 | 0.420 | 0.118 | 0.182 |
| Acenaphthylene             | 0.340                | 0.236 | 0.316 | 0.265 | 0.660 |
| Acenaphthene               | 0.010                | 0.012 | 0.045 | 0.058 | 0.023 |
| Fluorene                   | 0.069                | 0.053 | 0.050 | 0.059 | 0.122 |
| Phenanthrene               | 0.005                | 0.007 | 0.022 | 0.019 | 0.013 |
| 2-Methylphenanthrene       | 0.018                | 0.037 | 0.381 | 0.061 | 0.085 |

|                            |       |       |       |       |       |
|----------------------------|-------|-------|-------|-------|-------|
| Diethyl phthalate          | 0.238 | 0.398 | 0.538 | 0.816 | 0.525 |
| Diisobutyl phthalate       | 5.03  | 35.5  | 80.2  | 20.2  | 125   |
| Dibutyl phthalate          | 0.975 | 2.12  | 2.36  | 2.62  | 3.36  |
| Butylbenzyl phthalate      | 0.016 | 0.016 | 0.015 | 0.011 | 0.019 |
| Di(2-ethylhexyl) phthalate | 1.39  | 3.43  | 9.71  | 4.36  | 11.3  |

ND: not detected.

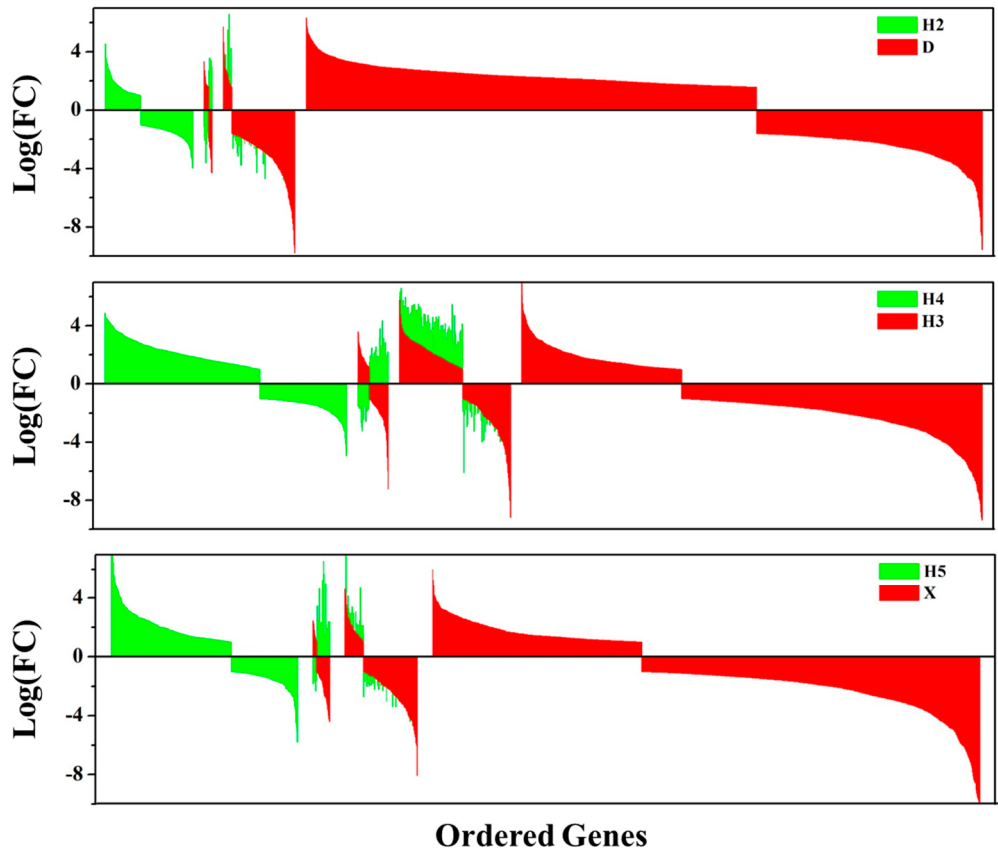

**Figure S1.** Evaluation of gene expression across pollution gradients and discharge source in the Hun River. The four groups consisted of unique gene responses at downstream and upstream (tributary), and genes with the same response and genes with the opposite regulation.

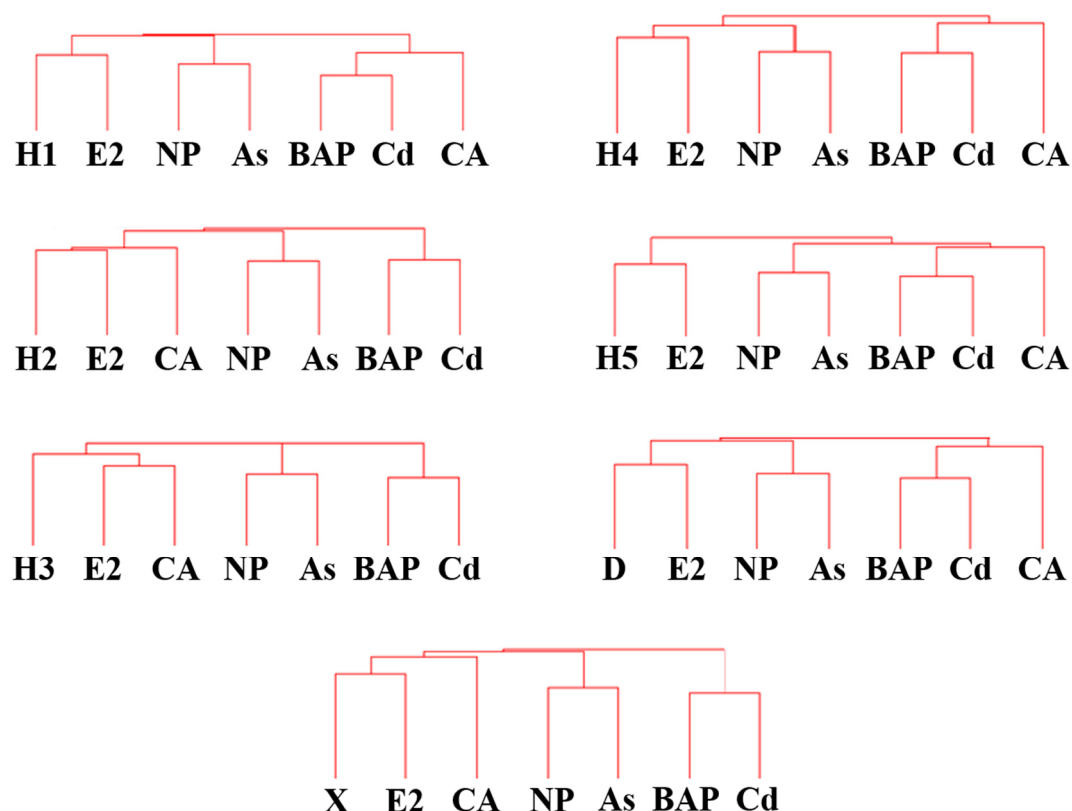

**Figure S2.** Clustering analysis of gene expression of zebrafish exposed to the Hun River water from each site with exposed to selected individual chemicals. E2: estradiol, NP: nitrophenol, As: arsenic, BAP: benzo-[A]-pyrene, Cd: cadmium, CA: chloroaniline.

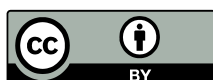

© 2018 by the authors. Submitted for possible open access publication under the terms and conditions of the Creative Commons Attribution (CC BY) license (<http://creativecommons.org/licenses/by/4.0/>).

How the deposited data were processed for this re-analysis (not part of the article)

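Liver RNA of male zebrafish kept in control water or in water from 7 sites was measured on one-colour Agilent zebrafish arrays, 1 array per condition, each from a pool of 5 livers. A second set of arrays described in the paper was not analysed here, so there are no replicates and no p-value is given across genes. Arrays lay on 2 slides.

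The authors scanned the arrays and deposited, for each spot, the fluorescence intensity after background subtraction by the scanner software (the processed signal), the median spot and local background signal, and marks for spots that are saturated, non-uniform or outliers of their population. The authors also deposited a table of log2 values, which follows the log2 processed signal minus 1 offset per array near its 75th percentile (r at least 0.99997, slope 1.000), while the methods name quantile normalization. The main values computed here are log2 processed signals after quantile normalization over the 8 arrays. Control spots were left out, spots of one probe were averaged (50 probes were spotted more than once), and a probe marked as non-uniform or as a population outlier in at least 50% of its spots on either array was left out of that comparison; 46 to 188 probes per array carried such a mark.

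Between 56.5% and 70.8% of the spots of an array were well above background. The 75th percentile of the signal ranged from 922 (D) to 1801 (H4), and the coefficient of variation of repeated spots from 8.26% to 14.3%, which covers error within an array only.

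Each site array was compared with the control array. A probe counted as a DEG when it was well above background on at least 1 of the 2 arrays and changed at least 2 fold, or 3 fold at D. Shares have 95% Wilson intervals. Relations over sites or arrays were tested with exact permutation tests, two-sided, of Pearson's r and Spearman's rho (5040 orders for 7 sites and 40320 for 8 arrays), adjusted by the Benjamini-Hochberg method over 4 water parameters. Arrays were clustered by average linkage on 1 minus Pearson's r of median centred values, and principal components were computed with princomp. Because comparisons share the control, overlaps of DEGs were set beside 100 draws in which the 8 values of each probe were shuffled over the arrays.

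Gene symbols were found by the accession of each probe in a RefSeq annotation table used for names only, which gave a symbol to 26094 of 27655 RefSeq probes; 8262 Ensembl probes and 7686 other probes have none. Of 25 genes the paper names, 21 had a probe and 4 had none by symbol. The paper names acyl-CoA synthetases as a class only; 11 of their symbols were added by hand, of which 8 had a probe and 3 had none. Besides 18 gene lists written by hand for pathways and tissues, the genes named in the text are those the paper names, the acyl-CoA synthetases, the 3 largest rises and 3 largest falls per site among probes with a symbol that are well above background on both arrays, the 5 genes with the largest median change among probes changed one way at all 7 sites, up to 5 of the most abundant genes of a reported list, *ins*, *esr1* and the vitellogenin genes. Medians of lists with at least 5 genes were set among 10000 random lists drawn within 20 bins of mean expression. The gene lists, the rule for named genes, the planned comparisons and the alternatives were fixed before the data were examined; further tests and genes were chosen after the values were seen, and the text says so where they are given.

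The alternatives were 75th percentile normalization, the authors' log2 values, normexp background correction (offset 50), probes well above background on both arrays, no filter on dim probes, dim values raised to a floor, genes in place of probes, marked probes kept, thresholds of 2 fold or 3 fold at all sites, centring on the slide, the median of the other arrays as reference, and other distances, matrices and probe sets for clusters and components. The normexp correction was planned on the mean spot signal and was run on the median spot signal and the median local background. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, R 4.3.3 and limma 3.58.1 (normexp) were used. The comparison of arrays was tested on simulated data, with 200 probes changed by a log2 difference of 2 and noise with an SD of 0.2. Between 94.5% and 100% were recovered, with 0 to 15 false calls among 27716 to 31968 probes. Of 100 unchanged lists, 94 fell in the central 95% of the random lists. The changed probes were drawn from those well above background on every array, and the noise was the same at every signal level. The real noise is not known without replicates. The simulation therefore checks the computation and does not give the false calls among the DEGs, many of which were dim on an array. Pathway enrichment and the comparison with single chemicals were not repeated.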

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

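The tests of the spike-in signal, of *cyp17a1* with the testis list and of germ cell genes at H4 were chosen only after the result was seen, as were the 1.5-fold limit that picks the tissue lists below and the choice of *vtg6*. The tests of the heart list, of the oocyte list at X and of the signal on the D array were planned, but the reading of the oocyte test was settled by hand after its value was seen. No list median has a replicate.

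On the D array the spike-in RNA signal lay 5.43 above the 75th percentile of the array (log2), against 3.19 to 4.01 on the other 7 arrays, a gap of 0.634 of the range, past Dixon's 95% critical value for 8 arrays. It was the 1 measure of 11 past that value; chance gives about 1 in 20. Less zebrafish RNA beside the spike-in RNA on this array cannot be told apart from other explanations. It was thought of because of this value, so the value is no test of it. D had the lowest 75th percentile (922), and it also had the most spots well above background (31017, or 70.8%). The number of such spots depends on the detection limit of each array, so it does not argue against less RNA. A compressed signal would change the spike-in slope, and the slope of 0.694 and the SD of log2 signal of 3.03 at D lie inside the range of the other arrays (0.686 to 0.729, and 3.02 to 3.16), which cannot be told apart from a quality problem that leaves the slope unchanged. Probes of one transcript disagreed more at D (median SD 0.276) than at the other sites (0.125 to 0.243), as the planned prediction for RNA of lower quality states. Relative to the SD of all changes, a ratio added after the values were seen, D (0.294) lies inside the other sites (0.198 to 0.296), so this stays open. The paper reports that one RNA sample of D did not pass its quality check. An effect of the water at D was not tested apart from these.

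Genes of the heart list were higher on the H5 array, which the paper reports only for some of them: the median log2 difference was 1.77 (14 of 22 measured genes higher at 2 fold, none lower; 17 of 24 genes with a probe were well above background in the control). The median was 0.85 after normexp correction and 1.399 with centring on the slide. Heart tissue in the pool of H5 may be a source: *cmlc1* rose from 7.48 to 14.9 and *actc1a* from 9.54 to 13.4, *tnnt2a* rose from 7.87 to 14.3, and *myl7* and *nppa*, chosen after the values were seen, were dim in the control (at most 6.66) and reached 14.4 and 11.0. Of the 5 most abundant genes of the list over the 8 arrays, only *cmlc1* and *actc1a* rose; *gata4* (0.43), *tnni1d* (-0.32) and *myh7* (0.03) did not change by 2 fold, so the planned prediction that the most abundant genes are far higher was met in part. The skeletal muscle list did not rise (-0.27). A response of liver cells to the water at H5 stays open and untested.

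Genes of the testis list, which the paper does not report on as a group, were higher at H3 (1.38, 17 of 26 genes), H4 (2.98, 22 of 27) and H5 (0.88, 12 of 26), with 21 of 28 genes with a probe well above background in the control. All 3 arrays lie on slide 2. With centring on the slide the medians were 0.12 at H3, 1.46 at H4 and -0.28 at H5; since 3 of the 4 arrays of the slide are raised, this centring removes part of any shared rise, and slide and site cannot be separated for H3 and H5. On X, on the same slide, the median was 0.12. Testis tissue carried over when livers were taken may be a source. Without its steroid genes the list had medians of 1.26 at H5 and 3.01 at H4, and the 6 germ cell genes *sycp1*, *sycp3*, *piwil1*, *ddx4*, *tdrd1* and *tdrd9*, chosen after the values were seen, had a median of 4.31 at H4, all 6 higher. The level of *gsdf* was 6.75 in the control, 9.15 at H2, 10.9 at H3, 13.7 at H4 and 11.9 at H5. *hsd17b3*, the most abundant gene of the list over the 8 arrays, had 12.4 in the control, 11.6 at H4, 13.5 at H3 and 13.0 at H5, so it did not follow the list at H4. Higher *cyp17a1* at H4 and H5 and higher *cdc6*, *cdc7* and *cdc20* at H4 are in line with this source, and a response to the water stays open and untested.

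The oocyte list had medians of 1.03 at H4 (8 of 15 genes higher at 2 fold), 0.75 at X (8 of 19 genes) and 0.72 at D (4 of 14 genes; percentile 90.9). The genes counted depend on detection, and a gene that is dim in the control counts only where it is detected at the site. Only 9 of 25 genes with a probe were well above background in the control. Of 22 genes well above background on any array, those dim in the control alone numbered 10 at X, 6 at H4, 5 at D, 3 at H3 and at H5, and 1 at H1 and at H2; those dim on both arrays numbered 3 at X, 7 at H4, 8 at D, 10 at H3 and at H5, and 12 at H1 and at H2. For the same detected genes with dim values at a floor, which makes each rise from a dim control a bound, the medians were 0.05 at H4 (3 of 15 genes higher at 2 fold), 0.42 at X (4 of 19) and 0.45 at D (1 of 14), so the size of the rise rests on dim values, and at H4 nearly all of it does. Over all 22 genes the medians with dim values at a floor were -0.0552 at H4, 0.24 at X and -0.27 at D; genes dim on both arrays then count as the difference between the floors (-0.0552, -0.21 and -1.002), which at H4 is the median itself, so these medians do not measure a change of the genes there. *zp3a.1*, chosen after the values were seen, was well above background on the X array only (8.04). With centring on the slide the median at H4 was 0.43, and at X 0.90. Ovarian or female tissue in a pool cannot be told apart from other explanations by the median of 0.75 at X: the genes lie near the detection limit, the most abundant, *tuba8l3*, went from 10.6 to 10.4, and *ddx4* and *sycp3* also belong to the testis list. The larger number of genes detected at X goes with this source. At H4 the vitellogenin genes were lower.

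*vtg6* was higher at X, with a log2 difference of 1.16 (6 of 11 detected probes higher). The paper mentions vitellogenin only for wild carp. *vtg4* (2.45, or 1.95 with dim values at a floor) and *vtg7* (2.18, or 1.84) rose too, while *vtg5* (0.22) and *vtg2* (0.02) did not pass 2 fold and *esr1* had 0.72. The vitellogenesis list had a median of 0.94 at X (0.60 with centring on the slide), 0.82 at H3 and -1.13 at H4. An estrogenic effect of the water at X may be a candidate explanation, and a female fish in the pool another. The oocyte median of 0.75 does not separate them. The paper states that male fish were chosen and their sex checked by their gonads at dissection, which speaks against a female fish. At X the levels of *vtg6* and *vtg7* were 9.54 and 9.95, against 17.3 for the liver gene *fabp10a*. No female liver was measured here, so these levels do not settle it.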

How the results depend on the processing

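The PCA limit of 5 percentage points and the tissue lists compared here were chosen only after the result was seen; every alternative setting was planned. With 1 array per condition there is no spread between replicates. No paired analysis was possible because each condition has 1 array and no result comes from a fitted test. Of the values that answer a comparison, 226 were labelled the same over the alternatives, 114 moved and 2 became stronger. Of the values of single genes and tissue lists, 281 were labelled the same, 20 moved and 2 reversed. These labels do not record every change of sign. Without a filter on dim probes, r of the number of DEGs with COD went from 0.369 to -0.000169. The PPAR signaling median at H5 changed sign with centring on the slide. Some values could not change by construction. A threshold of 2 fold at all sites alters D only, and centring on the slide leaves the numbers of DEGs at H1, H2 and D as they were. The cause was not tested for any of the moves below unless stated. Signal over background (12.3 to 18.25) limits the probes near the detection limit most.

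The numbers of DEGs for H1, H2, H3, H4, H5, D and X were 2962, 1121, 3837, 2247, 1421, 1597 and 2827 with normexp correction; 3154, 1218, 3606, 2435, 1537, 2087 and 2829 with probes well above background on both arrays, where fewer probes can be counted; and 1970, 865, 2404, 1684, 1123, 1316 and 1814 for genes in place of probes, where fewer units can be counted. With at least 3 fold at all sites they were 2956 (H1), 1174 (H2), 3758 (H3), 2657 (H4), 1720 (H5) and 2994 (X), by construction lower. Without a filter on dim probes H2 had 4565 and H5 5608. With at least 2 fold at all sites D had 9424. The share of higher DEGs at D, 46.5%, was 62.0% after 75th percentile normalization and with the authors' values, 31.9% with normexp correction, 30.5% with both arrays well above background, 30.1% with dim values at a floor, 41.9% for genes, 43.3% without a filter on dim probes and 52.7% with at least 2 fold at all sites; at X, 46.5% became 34.2% with normexp correction and 36.1% with at least 3 fold at all sites. The median number of probes 2 fold apart, 5542 for the control and a site and 6001 for 2 sites, was 2827 and 3163 with normexp correction and 2829 and 3071 with both arrays well above background.

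Pearson's r of the number of DEGs with COD, 0.369, passed the threshold of its test with at least 2 fold at all sites (0.852, exact permutation p = 0.0188) and with at least 3 fold at all sites (0.831, exact permutation p = 0.0236), while rho was 0.714 (exact permutation p = 0.0881) in both. Its other alternatives stayed between -0.000169 and 0.622.

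The lowest and highest shares of DEGs of 2 to 3 fold were 58.7% and 73.0% with normexp correction, 59.3% and 75.5% with both arrays well above background, 50.9% and 58.9% without a filter on dim probes, and 55.5% and 69.9% with dim values at a floor. The lowest was 44.5% after 75th percentile normalization and 44.6% with the authors' values; the highest was 49.8% with marked probes kept and 56.3% with centring on the slide. There is no value under at least 3 fold at all sites. The lowest and highest shares of 6 fold or more were 16.0% and 37.2% after 75th percentile normalization and also with the authors' values, 2.94% and 26.7% with normexp correction, 3.20% and 26.7% with both arrays well above background, 11.52% and 33.3% without a filter, 4.82% and 31.7% with dim values at a floor, 22.5% and 37.5% with marked probes kept, and 35.7% and 46.3% with at least 3 fold at all sites. The highest was 25.1% with at least 2 fold at all sites, and the lowest 12.7% with centring on the slide.

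DEGs changed in one direction and in opposite directions at H2 and D, at H3 and H4, and at H5 and X were, with normexp correction, 361 and 19, 621 and 100, and 396 and 53; with both arrays well above background 333 and 30, 536 and 116, and 378 and 42; for genes 304 and 19, 559 and 110, and 376 and 55; and with at least 3 fold at all sites 542 and 32, 768 and 55, and 504 and 38. Without a filter on dim probes 171 were opposite at H2 and D, 2565 shared and 492 opposite at H3 and H4, and 1974 shared and 300 opposite at H5 and X. With dim values at a floor 58 were opposite at H2 and D, 199 opposite at H3 and H4 and 757 shared at H5 and X. With at least 2 fold at all sites 144 were opposite at H2 and D. With centring on the slide 745 were shared and 501 opposite at H3 and H4, and 779 and 272 at H5 and X.

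The clusters held all 8 arrays in their places under 7 of 9 alternatives; on all probes well above background and with 1 minus Spearman's rho, 5 of 8 were placed as before. The share of variance on PC1 and PC2, 89.1%, was 96.8% on all probes well above background, 53.9% with probes centred on their mean or arrays as observations, and 57.2% with centring on the slide; other alternatives gave 89.0% to 91.4%.

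The steroid biosynthesis list had -0.19 at H1 and 0.24 at H5 with normexp correction and -0.28 at H1 with both arrays well above background. The cell cycle list had -0.0874 at H1 with both arrays well above background and -0.11 at H3 with centring on the slide. Against the median of the other arrays, the PPAR signaling list had 0.16 at H3 and 0.13 at H5. The value of *atp1b2a* at H5 reversed to -0.0509 with both arrays well above background, where only 1 of its 2 probes counts, and the testis list at H5 to -0.28 with centring on the slide.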

Differences from the paper's values

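The paper's numbers of DEGs come from its supplement and rest on 2 arrays per site except D; those here rest on 1. For totals, higher and lower DEGs, the paper gives 2275, 820 and 1455 at H1 against 5542, 2447 and 3095 here; 728, 206 and 522 at H2 against 2570, 971 and 1599; 2648, 1032 and 1616 at H3 against 6935, 3265 and 3670; 1685, 1043 and 642 at H4 against 5093, 2767 and 2326; 885, 487 and 398 at H5 against 3528, 1762 and 1766; and 2046, 744 and 1302 at X against 5666, 2633 and 3033. At D the paper gives 1274 lower DEGs, against 2597 here. Of the alternatives set before the data were examined, genes in place of probes fell within 1.5 times the paper's value for all of these except the higher DEGs at H2, which no alternative reached, and the lower DEGs at D. Normexp correction did so for all 3 numbers at H1, H4 and X, for the total and the lower DEGs at H3, and for the lower DEGs at H2 and D (1088). Requiring both arrays well above background did so for the total and lower DEGs at H1, H3 and X, the total and higher DEGs at H4, and the lower DEGs at H2 and D (1451). At least 3 fold at all sites did so for all 3 numbers at H1, H3 and X and the lower DEGs at H2. For the lower DEGs at D, 75th percentile normalization (1895) and the authors' values (1896) did so too. The other alternatives reached none of these numbers. For the total and higher DEGs at D the values here, 4851 and 2254, fell within 1.5 times the paper's 3292 and 2018, but these alternatives moved them out of that range: 1316 and 552 for genes in place of probes, 1597 and 509 with normexp correction, 2087 and 636 with both arrays well above background, 4985 and 3090 after 75th percentile normalization, 4983 and 3087 with the authors' values, and 9424 and 4966 with at least 2 fold at all sites. Without a filter (5205) and with marked probes kept (5095) the total left the range, and with dim values at a floor the higher DEGs did (1001).

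Pearson's r of the number of DEGs was 0.788 in the paper and 0.369 here for COD, 0.124 and 0.494 for NH3-N, -0.355 and -0.522 for DO, and -0.102 and 0.0677 for pH. No alternative gave the paper's values. The closest for all 4 was at least 3 fold at all sites, with 0.831 for COD, 0.144 for NH3-N, -0.334 for DO and -0.140 for pH; at least 2 fold at all sites gave 0.852, 0.104, -0.304 and -0.160, and centring on the slide gave -0.398 for DO.

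The lowest share of DEGs of 6 fold or more was 10% in the paper and 19.4% here. No filter on dim probes (11.52%) and centring on the slide (12.7%) came within 1.5 times the paper's value, and the other alternatives did not. The variance on PC1 was about 47% in Fig. 4b of the paper, read by eye, and 83.1% here, and that on PC2 about 13% in Fig. 4b, read by eye, and 6.00% here. Probes centred on their mean (35.7% and 18.2%), centring on the slide (38.8% and 18.5%) and arrays as observations (35.7% and 18.2%) came within 1.5 times for both, and the other alternatives did not. For both components together the paper gives 59.8% and the value here is 89.1%, with 53.9% to 57.2% under those 3 alternatives.

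The lowest share of DEGs changed in one direction at the paired site was 9.5% in the paper and 19.7% here; normexp correction (14.0%), both arrays well above background (13.4%), at least 3 fold (11.2%) or 2 fold (13.2%) at all sites and centring on the slide (13.7%) came within 1.5 times, and the others did not. The lowest share changed in opposite directions was 1% in the paper and 1.83% here; normexp correction (1.19%), both arrays well above background (1.44%) and genes in place of probes (1.44%) came within 1.5 times, and the others did not.

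Of 28 statements on a gene at a site, 23 concern a gene with a probe. In 22 of these the log2 difference here has the stated direction, and in 17 the mean over the probes passes the threshold. The exception in direction is *cyp11c1*, lower at H5 in the paper and 0.76 here. With dim values at a floor, the means of *hsd17b1* (0.91), *atp1b2a* (0.88) and *tnnc1b* (0.59) at H5 fell under 2 fold. The arrays here are among those from which the paper's statements come, so the shared direction is no independent check. The means of *cyp17a1* (0.46), *psmb7* (0.94), *psmd1* (0.72) and *hsp90aa1.2* (0.65 at H4) and of *cdc20* at H4 (0.69) did not pass 2 fold, though a probe of each did; *psmb7* passed it with centring on the slide (1.21) and *cdc20* against the median of the other arrays (1.13). The paper counts each of 4 cyp genes as changed in more samples than found here by gene means: *cyp51* at 2 sites, *cyp19a1b* at 2, *cyp11c1* at 1 and *cyp17a1* at 1; by any changed probe these are 7, 2, 1 and 3. The paper has *gadd45* genes altered at H4, where the values here were under 2 fold.

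The paper ranks D first in the number of DEGs; here H3 is first with the paper's thresholds, and D with at least 2 fold or at least 3 fold at all sites. The paper gives X and H5 the lowest similarity of the tributary and mainstream pairs near a junction; here their distance (0.231) is below that of D and H2 (0.235).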

Other observations

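The tests of the intestine list with the clusters, with *acsl5* and with the number of probes changed at least 2 fold were chosen only after the result was seen. The tests of the pancreas list, the slide, the control array, detection and the hepatocyte list were planned. The comparison of pairs without D and the reading of the hepatocyte test came after the values were seen. A biological difference between sites stays open and untested for each pattern below.

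Genes of the intestine list were lower at H1 (-2.72), H3 (-6.04), D (-5.37) and X (-5.35), less so at H2 (-0.84), and near the control at H4 (-0.18) and H5 (-0.22), where centring on the slide gave 0.53 and 0.83. Of the 17 genes with a probe, 15 were well above background in the control, 2 (*fabp2*, *fabp6*) are also on the PPAR signaling list and 1 (*anpepb.1*) on the glutathione metabolism list. The level of *chia.1* was 16.4 in the control, 8.48 at H3, 6.43 at D and 6.58 at X, and that of *fabp2* 16.0 in the control and 9.01 at D, while *apoa4b.1* (16.7 in the control, 15.9 at D) and *chia.5* (12.9 and 14.0) did not fall in this way.

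Intestine tissue carried over with the livers of some pools, the control's among them, may separate the 2 clusters: the lowest array of the control's cluster lay 1.71 above the highest of the other (log2). If it were the whole cause, liver genes should not split the arrays in the same way. The 37 genes of the hepatocyte list placed 5 of 8 arrays as in the clusters (4 with genes centred, the lowest number possible), as the prediction for the cause states. This cannot be told apart from too little change to sort the arrays, since these genes differed from the control by a median of 0.139, and the exocrine pancreas list separates the arrays too. The slide is argued against, since 2 of the 4 arrays of the control's slide lie in the control's cluster.

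Over the arrays *acsl5* followed the intestine list with a rho of 0.976. Over the 7 sites, the number of probes changed at least 2 fold followed the size of the intestine difference (Spearman's rho 0.857, exact permutation test, p = 0.0238). Pearson's r was 0.788 (exact permutation test, p = 0.0246). Carried over intestine may thus add to the number of probes changed at least 2 fold. The relation was not computed for the numbers of DEGs with 3 fold at D, where H3 and not D is highest. Both measures are differences from the same control array, so they are not independent. A control array that stands apart would put few pairs of sites farther apart than pairs with the control, but 57.1% of the 21 pairs of sites were farther apart than the median pair with the control. All 6 pairs of D with another site are among these. Without D the medians were nearly equal, 5307 for 15 pairs of sites and 5317.5 for 6 pairs with the control, and 46.7% of the pairs of sites were farther apart (6 of 15 against the median of 5542 that includes D). The control and H2 (2570) were the closest pair of all. Detection cannot be told apart from other explanations: r of the number of DEGs with the probes well above background was 0.257 (exact permutation test, p = 0.584), and 0.797 (exact permutation test, p = 0.0381) for probes changed at least 2 fold.

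Lower *ins* at H1 and H3 came with a lower exocrine pancreas list (-3.07 and -4.03; 24 of 24 genes with a probe were well above background in the control). Less pancreatic tissue in these pools may be a candidate explanation. The list fell by more than *ins* at both sites, and over the 8 arrays the relation of *ins* with the list did not pass 0.05 (Spearman's rho 0.690, exact permutation test, p = 0.0694; Pearson's r 0.641, exact permutation test, p = 0.0908). The list was also lower at H2 (-1.18), H5 (-0.79), D (-1.87), X (-2.62) and H4 (-0.22), and *prss1* went from 17.5 in the control to 14.6 at H3. The endocrine pancreas list had -1.23 at H1, -1.85 at H3, -0.67 at H5, -1.53 at D, -1.46 at X and 0.37 at H4, and the exocrine list followed the intestine list over the arrays (Spearman's rho 0.833, exact permutation test, p = 0.0154; Pearson's r 0.817, exact permutation test, p = 0.0213).

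The skeletal muscle list was lower at H1 (-2.38), H3 (-2.12), X (-2.31), D (-1.32) and H2 (-0.81). The erythrocyte list had 0.47 at X and -0.32 at H5, the stress and heat shock list 0.18 at H5 (percentile 97.9), and the hepatocyte list lay between -0.07 and 0.15 and changed sign at H1 and H5 with 75th percentile normalization.

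Probes changed in one direction against the control at all 7 sites numbered 242, 228 of them lower, and 225 were dim on at least 1 array; with dim values at a floor 155 remained; with another array as the reference there were 215 (H2) to 2116 (D). The 5 genes chosen by the planned rule, *alpi.2*, *pvalb9*, *pvalb4*, *mcrs1* and *atp2a1l*, were dim at 4 to 6 of the sites, so only a bound holds and their order is open: with dim values at a floor the medians were -3.17, -3.30, -3.15, -3.02 and -2.69. The largest rise and fall per site were *csf3b* and *endou* (-5.45) at H1, *pltp* (4.28) and *zgc:163083* (-3.07) at H2, *jdp2b* (5.96) and *chia.1* (-8.27) at H3, *insl3* (5.93) and *cyp2aa4* (-3.74) at H4, *cmlc1* (8.11) and *slc6a19b* (-3.31) at H5, *myhz1.1* (3.79) and *chia.3* (-10.7) at D, and *zgc:171470* (3.67) and *chia.1* (-9.51) at X.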
